A study of Mus musculus with 8 samples. Its data were reported in "Estimating differential expression from multiple indicators" (2014).

How the data were processed

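Primary mouse embryonic fibroblasts, connective tissue cells taken from mouse embryos, were kept on 100 mm dishes for 24 h either in 1% oxygen (hypoxia) or in atmospheric oxygen (normoxia), at 37 °C with 5% CO2. RNA was extracted and 50 ng per sample was amplified, labelled with biotin and hybridised to Mouse Exon 1.0 ST arrays, which carry several probe sets per gene, most of them directed at single exons. The labels gave 4 arrays to each group, 8 arrays in total, and the methods describe the replicates as biological. The methods also give a number of replicates per condition that is higher than that of the labels. The legends of the study's hypoxia analysis give 4, and the labels were followed. No batch, scan date or dish lot was given in the sources used here, so no batch could be tested. The number of arrays limits the precision of every comparison.

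The deposited table held linear signal intensity for 641130 probe sets, here called rows, on each of the 8 arrays, and all columns were assigned to a sample. The values ran from 0.794 to 8358. How the authors corrected the background, normalized the arrays and summarized probes into these intensity values was not given in the sources used here. The study called genes from ranks of single probes and also ran limma and RankProd on summarized probe sets. Its single-probe values were not used here. The median log2 intensity lay between 2.38 and 2.44 on every array, so the values were used as deposited, on a log2 scale without a pseudocount and without further normalization.

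Rows were named through the platform annotation. Of all rows, 305999 (47.7%) named 1 gene, 6067 named several and 329064 named none in the annotation used here. The annotation is older than current nomenclature, and of its 21757 symbols 17747 were current in the RefSeq gene table of GRCm38.p6, 3949 were updated through a synonym and 61 were kept as given. No coordinates are given, because the files name no genome build. The value of a gene was the mean log2 intensity over the rows that named that gene alone and whose mean over the 8 arrays was at or above the table median (2.36 on the log2 scale). This left 190072 rows and 18762 genes, with a median of 7 rows per gene. Of these genes 2307 rested on 1 row and 14757 on 3 rows or more. The filter removes dim rows, where the share of background in the signal is greatest, and averaging over exons hides changes in exon use.

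Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariates), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Throughout, called and adjusted p for a gene refer to this test unless the rank method is named, and fold changes are hypoxia over normoxia. Shifts of 19 gene lists were tested with camera, limma's competitive gene set test, with a preset correlation of 0.01 between genes and adjustment over the lists, beside camera with an estimated correlation and the self-contained test fry. The 19 lists, the comparisons and their tests, the alternatives and the rule for naming genes were fixed before the data were examined, apart from the alternatives, tests and gene groups that the closing section names as chosen later. Genes named in the report were the 12 with the largest fold change in each direction among called genes with at least 3 rows and with all hypoxia arrays on one side of all normoxia arrays, up to 4 called members and up to 2 bright uncalled members of each list, and a fixed set of oxygen-sensing, target and reference genes. The limma fit was repeated on all 16 subsets of 3 against 3 arrays and all 36 subsets of 2 against 2. The study's rank method was run on rows of the deposited log2 values, with an exact one-sided rank-sum test in each direction at 0.05. Its hypergeometric test per gene followed, with at most 30 rows counted. Its first step, relative ranks within each array, was planned but not applied here, so the rank results rest on the deposited scaling.

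The steps were tested on simulated data with the real gene means and SDs pooled over the groups, 18762 genes and 200 changed genes. Noise was drawn independently for each gene with the same SD in each group, and no shift common to all genes was simulated. The share of false calls therefore need not hold for the real data. For the comparison of hypoxia with normoxia, limma recovered 2% of genes changed by 0.5 on the log2 scale, 58% of those changed by 1, 88% of those changed by 1.5 and 78% of those changed by 2, with 6 false calls among 119. Alternatives covered the normalization, the filter on dim rows, the gene summary, the test, the replicate number as a block and leaving out each array. Figures were drawn with matplotlib 3.10.9.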

Results

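The data consisted of 8 exon arrays, 4 from fibroblasts kept for 24 h in 1% oxygen and 4 from fibroblasts kept in atmospheric oxygen. Within normoxia the correlations between arrays over all rows ran from 0.923 to 0.944, within hypoxia from 0.859 to 0.878, and between the groups from 0.876 to 0.906. The hypoxia arrays thus resembled each other less than the normoxia arrays did, and the median SD of a gene was 0.218 in normoxia and 0.252 in hypoxia on the log2 scale. The first principal component of the gene values held 28.6% of the variance and placed all normoxia arrays at negative and all hypoxia arrays at positive values. Normoxia replicate 2 lay nearest to the hypoxia arrays, at -9.56, while the other normoxia arrays lay between -36.7 and -21.7. The interquartile range of log2 intensity was 2.77 to 2.90 on the normoxia arrays and 2.51 to 2.61 on the hypoxia arrays.

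The first comparison asked which genes differed after 24 h of low oxygen. Ndufa4l2, related to a mitochondrial respiratory chain protein, rose from 2.30 ± 0.33 to 6.21 ± 0.11 (mean log2 intensity ± SD, n = 4 per group), a log2 fold change of 3.91 ± 0.17 (SE, adjusted p = 2.19e-05). Bnip3, a mitochondrial protein that acts in mitophagy and cell death, rose by 3.40 ± 0.16 (adjusted p = 2.19e-05), and the metal-binding metallothionein Mt2 by 3.39 ± 0.16 (adjusted p = 2.19e-05). Egln3, a prolyl hydroxylase that marks hypoxia-inducible factors for degradation, rose by 2.75 ± 0.14, Penk, the precursor of the enkephalin peptides, by 2.52 ± 0.13, and Pdk1, the kinase that inhibits pyruvate dehydrogenase, by 2.44 ± 0.11. The glycogen branching enzyme Gbe1, Ndrg2, Ndrg1, the endoplasmic reticulum oxidase Ero1a, Ankrd37 and the lactate exporter Slc16a3 rose by 2.02 to 2.33 on the log2 scale, with adjusted p values up to 0.00093. The normoxia means of Ndufa4l2, Egln3 (2.39), Gbe1 (2.77) and Pdk1 (2.90) lay below the median level of 309 receptor genes of smell and pheromone sensing (2.997), where background is not told apart from signal here, so their fold changes are best read as lower limits and their order by size as uncertain.

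In all, 98 of 18762 genes were higher and 152 were lower in hypoxia. Of the higher genes 68 changed by a fold of at least 2, and of the lower genes 24. In each of the 250 called genes all hypoxia arrays lay on one side of all normoxia arrays, which was true of 16.3% of tested genes against 2.86% by chance. A call makes such separation likely, so it adds little to the call. The share over tested genes also includes any shift common to all genes. The median log2 fold change over all genes was -0.19, and 75.8% of genes had a negative fold change, so a gene at 0 lay above most others. This shift depended on the filter on dim rows, since with no filter the median was -0.05 and 57.1% of genes were negative. Over single rows the median was 0.016 for all rows and 0.087 for rows that name no gene. Higher genes made up 39.2% of calls here and 70.5% after quantile normalization, where 122 genes were higher and 51 lower. Leaving out each array in turn left 50 to 72 higher and 6 to 53 lower genes, with the fewest higher genes without normoxia replicate 3 and the fewest lower genes without normoxia replicate 4.

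The decreases were smaller as measured. Itga8, an integrin subunit that binds matrix proteins, fell by 1.27 on the log2 scale (SE 0.15, adjusted p = 0.0066), which placed it at -1.08 relative to the median of all genes. The transcription factor Egr2 fell by 1.14 (SE 0.14, adjusted p = 0.0070) and the collagen gene Col10a1 by 1.03 (SE 0.12, adjusted p = 0.0070). Pdss1, needed for the side chain of coenzyme Q, fell by 1.14, the mitochondrial elongation factor Tsfm by 1.07, the complement inhibitor Cd59a by 1.06, Mfsd6 by 1.00, the glutathione-degrading enzyme Chac1 by 0.98, the growth factor Gas6 by 0.98, the sulfotransferase Chst1 by 0.95 and the amino acid transporter Slc7a5 by 0.94. The odorant receptor gene Olfr332, measured on 3 rows, fell by 1.11 (adjusted p = 0.044). The hypoxia means of Pdss1 (2.71), Tsfm (2.76), Mfsd6 (2.31), Chst1 (2.44) and Olfr332 (2.44) lay below the median level of the receptor genes (2.997). The sizes of their decreases and their order are therefore uncertain too. Over the limma alternatives the log2 fold change was as small as -0.20 for Pdss1 (highest adjusted p 0.40) and -0.21 for Mfsd6 (highest 0.42). Apart from Itga8, Egr2 and Col10a1, each of these 12 genes missed the threshold under at least 10 of the alternatives tried, while the 12 genes with the largest increases passed it under all that gave a fold change. Of the 152 lower genes, 46 lay less than 0.5 below the median of all genes.

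**Figure D1:**
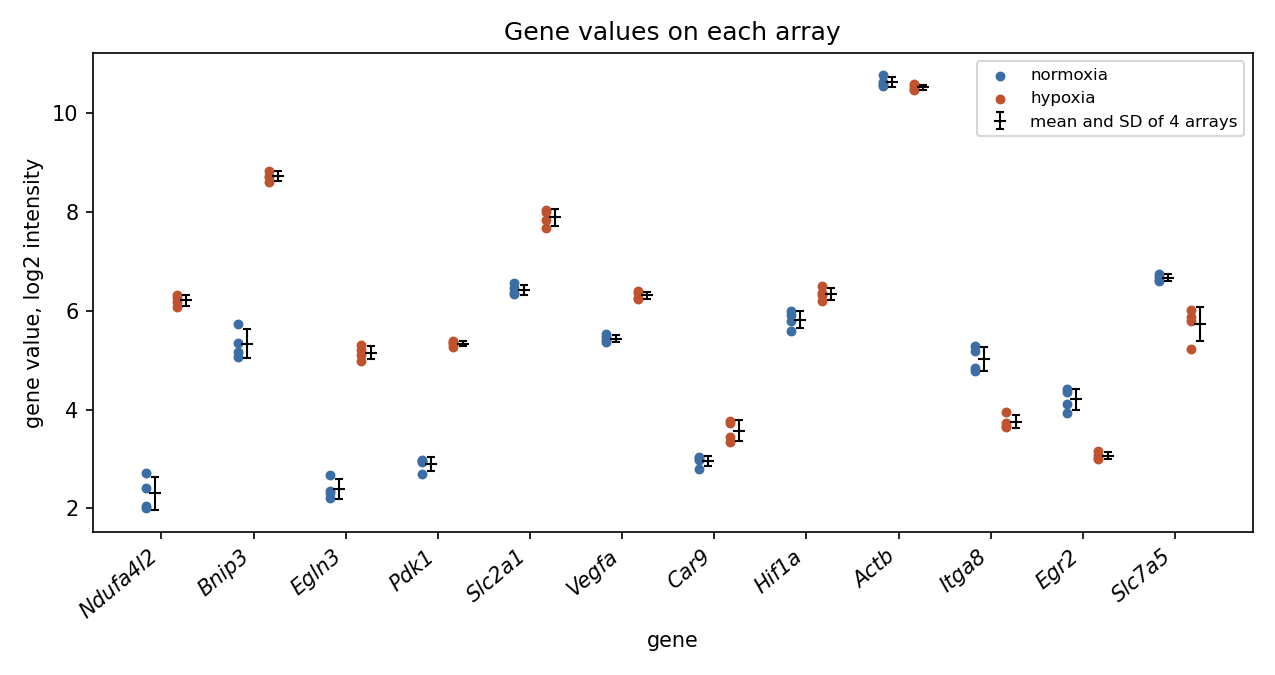
Gene values (log2 intensity, vertical axis) of 12 genes on each array, normoxia in blue and hypoxia in red, with the mean and SD of the 4 arrays of a group beside the points. Ndufa4l2 separated from 2.30 to 6.21, while Actb lay at 10.6 in normoxia and 10.5 in hypoxia.

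Glycolytic enzymes and genes known to respond to hypoxia were examined because the study took them as signs of the response to low oxygen. Of the 17 glycolytic enzymes 13 rose and none fell, and 15 rose when adjusted over the list alone. Pgk1 rose by 1.69 ± 0.12 (SE), Tpi1 by 1.59 ± 0.12, Pfkl by 1.55 ± 0.13, Aldoc by 1.54 ± 0.22 and Ldha, which forms lactate, by 1.15 ± 0.11. The normoxia mean of Aldoc (2.55) lay below the median level of the receptor genes (2.997), so the size of its fold change is uncertain. Gapdh rose by 0.99 ± 0.14 (adjusted p = 0.016), on 2 rows. With limma on relative ranks Pgk1, Tpi1 and Ldha missed the threshold (highest adjusted p over the alternatives 0.19, 0.080 and 0.60). The rank method called all of them higher (adjusted p = 4.88e-23, 2.2e-10 and 4.99e-07). Here and below, its adjusted p values count rows of a gene as separate draws, so they do not measure the spread between cultures. Without 1 array the adjusted p of Gapdh ran from 0.0070 to 0.070, missing the threshold without normoxia replicate 1, 3 or 4, and that of Aldoc from 0.016 to 0.065, missing it without normoxia replicate 1, 2 or 3. Over all limma alternatives Gapdh missed it under 5 (highest adjusted p 0.43) and Aldoc under 4 (highest 0.098). The rank method called Aldoc higher and did not call Gapdh. The median of the list was 1.12, or 1.31 above that of all genes (camera adjusted p = 1.18e-35). Hk1 had a log2 fold change of 0.66 (adjusted p = 0.054, from 0.013 to 0.16 over the limma alternatives and past the threshold under 8 of them, and called higher by the rank method) and the muscle enolase Eno3 one of -0.11 (adjusted p = 0.70).

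Of 44 hypoxia-response genes tested, 21 rose and none fell, and adjusted over the list alone 29 rose and 1 fell. Besides Bnip3, Egln3, Pdk1 and Gbe1, the glucose transporter Slc2a1 rose by 1.46 ± 0.13, the prolyl hydroxylase Egln1 by 1.29 ± 0.11, and Vegfa, a growth factor for blood vessels, by 0.87 ± 0.11 (adjusted p = 0.0073, and from 0.00078 to 0.12 over the alternatives, the highest on relative ranks). Slc2a1 and Egln1 missed the threshold with limma on relative ranks too (highest adjusted p over the alternatives 0.10 and 0.082). The rank method called Slc2a1, Egln1 and Vegfa higher (adjusted p = 3.32e-10, 0.0024 and 1.05e-09). The list lay 0.90 above all genes by its median (camera adjusted p = 1.65e-54). With an estimated correlation the adjusted p was 0.0017 for the glycolytic enzymes and 0.00062 for the hypoxia-response genes. Carbonic anhydrase Car9 had a log2 fold change of 0.61 (adjusted p = 0.067, past the threshold under 3 of the limma alternatives, with a range from 0.032 to 0.59), Anxa2 one of 0.20 and Cited2 one of 0.18, none past the threshold on the deposited values. The normoxia mean of Car9 (2.96) lay just below the median level of the receptor genes (2.997), so the size of its fold change is uncertain. Over the limma alternatives it was as low as 0.29.

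By limma, unlike Egln1 and Egln3, the genes Hif1a, Epas1, Arnt, Hif3a, Vhl and Egln2 did not pass the threshold on the deposited values, while the rank method called Hif1a higher (7 of 20 rows, adjusted p = 0.00996). Hif1a had a log2 fold change of 0.52 (adjusted p = 0.082, 95% interval 0.22 to 0.81), and passed under 3 of the limma alternatives (adjusted p from 0.020 to 0.60), Epas1 one of -0.49 (adjusted p = 0.17), Arnt one of -0.09, which was 0.11 after cyclic loess, Hif3a one of 0.22, which was negative under 3 alternatives, Vhl one of 0.40 (adjusted p = 0.15) and Egln2 one of -0.31 (adjusted p = 0.26). Among the reference genes, Actb had a log2 fold change of -0.12 and Ppia one of 0.0034, with opposite signs of Ppia under other gene summaries. Ywhaz was at -0.05, and at 0.01 after cyclic loess. Limma called none of 9 reference genes, and 2 were lower at an unadjusted p under 0.05.

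P4ha2, P4ha1, Plod2 and Plod1, which hydroxylate proline and lysine residues, rose by 1.84, 1.13, 1.68 and 1.35 on the log2 scale, with adjusted p values from 0.00051 to 0.0085. With limma on relative ranks they missed the threshold (highest adjusted p over the alternatives 0.054 to 0.096). The rank method called all of them higher (adjusted p from 3.72e-19 to 2.1e-17). P4hb (0.40, adjusted p = 0.14) and the lysyl oxidase Loxl1 (-0.18, adjusted p = 0.45) were not called. Of 11 enzymes tested 4 rose, and 6 when adjusted over the list alone (camera adjusted p = 6.33e-10). The adjusted p was 0.15 with an estimated correlation. By limma none of 25 extracellular matrix proteins passed the threshold, with 2 higher and 4 lower at an unadjusted p under 0.05, and adjusted over the list alone 1 rose and 3 fell. Thbs1 was at -0.11 and Fn1 at -0.03, and the list's median lay 0.17 above that of all genes while its own median was -0.03 (camera adjusted p = 0.053).

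The list of cell cycle and DNA replication genes was lower as a whole by camera with the preset correlation. Of 38 genes of the cell cycle and DNA replication 5 fell and none rose, and 26 fell when adjusted over the list alone. Foxm1, a transcription factor of mitotic genes, fell by 0.78, the replication helicase subunit Mcm2 by 0.78, the spindle motor Kif11 by 0.75 and the mitotic kinase Aurkb by 0.68. Birc5, named after its value was seen, fell by 0.66. Foxm1 lost its call without any 1 of the 8 arrays, and Mcm2, Kif11 and Aurkb without any 1 of 7 of them. Pcna (-0.33) and Ube2c (-0.56) were not called. The median of the list lay at -0.30 relative to all genes (camera adjusted p = 9.10e-09). The adjusted p was 0.096 with an estimated correlation.

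The list of contractile and TGF-beta-responsive genes was lower as a whole by camera with the preset correlation. Of 15 contractile and TGF-beta-responsive genes 4 fell, and adjusted over the list alone 10 fell and 1 rose. The smooth muscle actin Actg2 fell by 0.82, Tagln by 0.66, the myosin light chain Myl9 by 0.65 and tropomyosin Tpm1 by 0.59. Tagln, Myl9 and Tpm1 lost their calls without any 1 of the 8 arrays, and Actg2 without any 1 of 4 of them. Acta2 (-0.49, adjusted p = 0.057) and Ccn2 (-0.42, adjusted p = 0.12) were not called by limma, but the rank method called both lower (adjusted p = 1.09e-07 and 0.011). Over the list it called 7 members lower and 1 higher. The higher one was Tgfbi (adjusted p = 2.03e-05), named after its value was seen. Acta2 passed under 5 of the limma alternatives (adjusted p from 0.0024 to 0.89). The list's median was -0.23 relative to all genes (camera adjusted p = 0.00033). The adjusted p was 0.24 with an estimated correlation, and with the preset one it ran from 7.06e-07 to 0.71 over the alternatives, the highest on relative ranks.

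Another 3 lists passed camera with the preset correlation and not with the estimated one. Of 26 genes of the unfolded protein and amino acid stress response Chac1, Slc7a5 and Asns fell, the last by 0.59, and 13 fell when adjusted over the list alone (camera adjusted p = 0.0015, and adjusted p = 0.47 with an estimated correlation). Asns lost its call without any 1 of the 8 arrays, and Chac1 and Slc7a5 without any 1 of 6 of them. The chaperone Hsp90b1 was at 0.0063 and changed sign with the median of rows, and Atf4 was at -0.23. Of the 26 members 4 had a positive fold change. Of 19 genes of cholesterol synthesis Hsd17b7 fell by 0.78 and Mvk by 0.69, and 5 fell when adjusted over the list alone (camera adjusted p = 0.0087, and adjusted p = 0.56 with an estimated correlation). Mvk lost its call without any 1 of the 8 arrays, and Hsd17b7 without any 1 of 7 of them. Limma called none of 27 ribosome biogenesis genes over all genes, with 15 lower at an unadjusted p under 0.05, and 14 fell when adjusted over the list alone (camera adjusted p = 0.00088, and adjusted p = 0.47 with an estimated correlation). Over the alternatives, with the preset correlation, the adjusted p ran from 4.58e-06 to 0.27 for the stress response, from 5.25e-05 to 0.13 for cholesterol synthesis and from 3.44e-06 to 0.030 for ribosome biogenesis. Npm1 was at 0.21 and Ncl at -0.01, with the sign of Ncl changing between alternatives.

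The remaining lists were not called by camera. Fry passed every list that camera called with the preset correlation, in the same direction. It also passed the antioxidant genes (adjusted p = 0.011) and the muscle, fat and cartilage markers (adjusted p = 0.024), both lower. Fry does not compare a list with other genes, so the median of all genes at -0.19 counts in it. For the extracellular matrix proteins fry pointed down (adjusted p = 0.71), where camera pointed up. Of 47 subunits of oxidative phosphorylation Cox4i2, a cytochrome c oxidase isoform, rose by 0.94 (adjusted p = 0.044, and from 0.063 to 0.15 without 1 array), and no other member passed by limma, with 16 lower at an unadjusted p under 0.05 (camera adjusted p = 0.42). The rank method called Sdha, Ndufa4, Atp5b and Atp5g3 lower (adjusted p from 0.011 to 0.014) and did not call Cox4i2. Limma called none of 19 antioxidant genes over all genes, with 9 lower at an unadjusted p under 0.05, and 8 fell when adjusted over the list alone (camera adjusted p = 0.083). Camera gave an adjusted p of 0.55 for 20 interferon-stimulated genes, none of them called by limma and 0 at an unadjusted p under 0.05, and of 0.61 for 11 fibroblast markers, none called and 1 higher and 2 lower at an unadjusted p under 0.05, among which Vim was at -0.03 and S100a4 at -0.17. Among markers of other cells, Krt19, a keratin of simple epithelia, rose by 1.48 ± 0.17 (adjusted p = 0.0052), while Krt5 (-0.26) and Cldn4 (0.22) were not called, and the 10 epithelial markers did not shift as a list (adjusted p = 0.55). The normoxia mean of Krt19 (2.92) lay below the median level of the receptor genes (2.997), so the size of its fold change is uncertain. Limma called no member among 9 endothelial (adjusted p = 0.72), 11 blood and macrophage (adjusted p = 0.71), 9 neural (adjusted p = 0.61) or 14 muscle, fat and cartilage markers (adjusted p = 0.38), and camera gave 0.72 for the reference genes. At an unadjusted p under 0.05 limma had 0 endothelial markers, 1 lower blood and macrophage marker, 1 higher and 2 lower neural markers and 5 lower muscle, fat and cartilage markers. The rank method called none of the endothelial, blood and macrophage or neural markers and 1 of the last list, Acta1, lower (adjusted p = 0.041), which also passed under 5 of the limma alternatives (adjusted p from 0.019 to 0.28). For epithelial markers the median lay below all genes and the mean above.

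**Figure D2:**
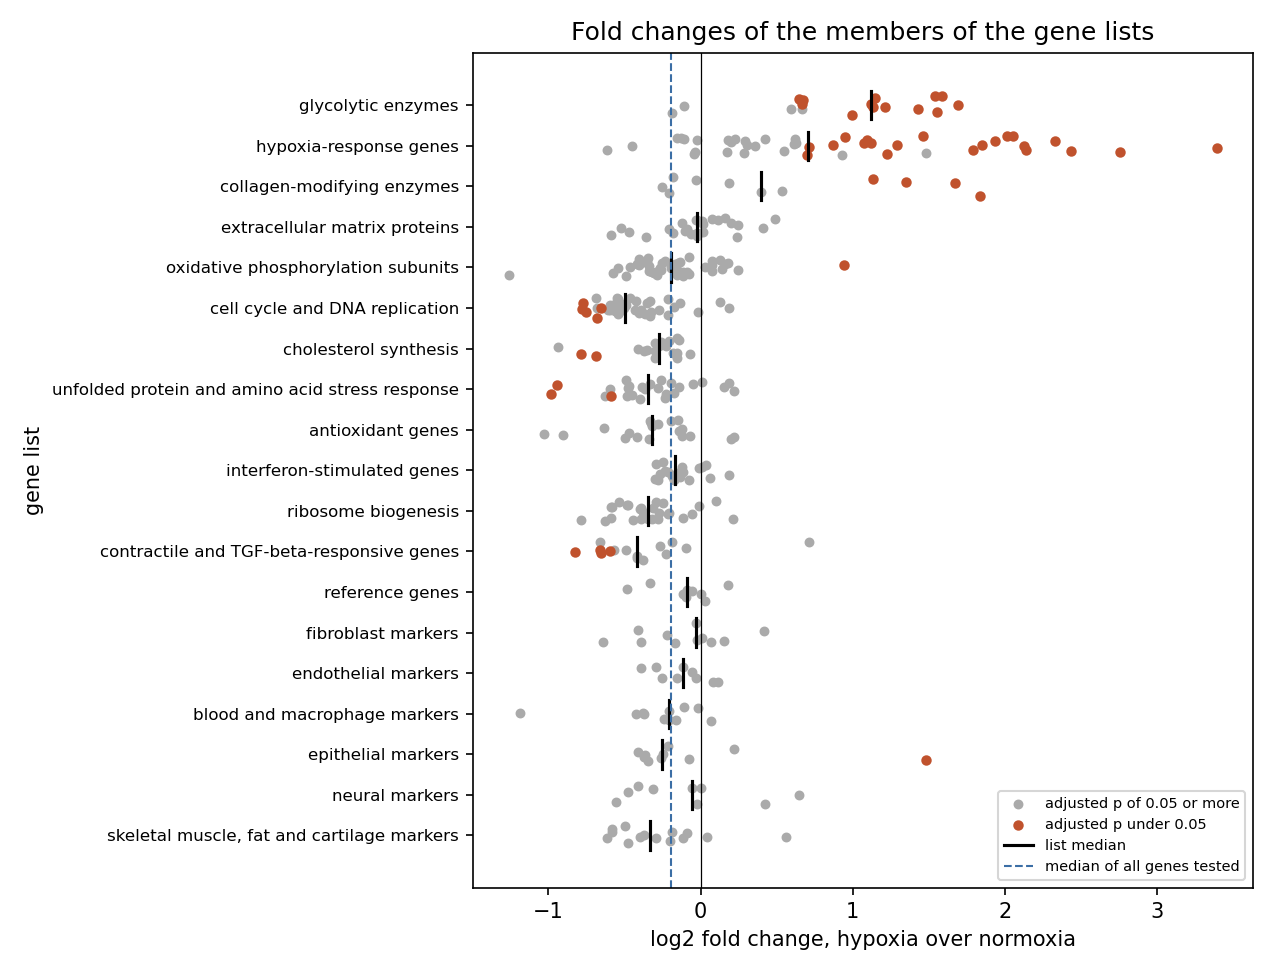
Log2 fold change (horizontal axis, hypoxia over normoxia) of each tested member of the 19 gene lists (vertical axis), with called genes in red, other genes in grey, list medians as black bars and the median of all genes, -0.19, as a dashed line. Glycolytic enzymes had a median of 1.12 and cell cycle genes one of -0.49.

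The study compared workflows at smaller numbers of arrays, and the same was done here with limma. With 3 arrays per group, the 16 subsets gave a mean of 34.7 higher genes (range 27 to 51) and 4.31 lower genes (range 0 to 17). With 2 arrays per group, the 36 subsets gave a mean of 0.75 higher and 0.028 lower genes, and 28 subsets called no gene, while a mean of 2312 genes had an unadjusted p under 0.05. Camera called both the glycolytic enzymes and the hypoxia-response genes higher in all 16 and all 36 subsets. The subsets overlap, so their range is not an error over independent experiments. With at least 3 rows per gene the means of all calls were 159 and 41.1, and on relative ranks 4.69 and 0, with a mean of 1890 genes at an unadjusted p under 0.05 for the latter.

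**Figure D3:**
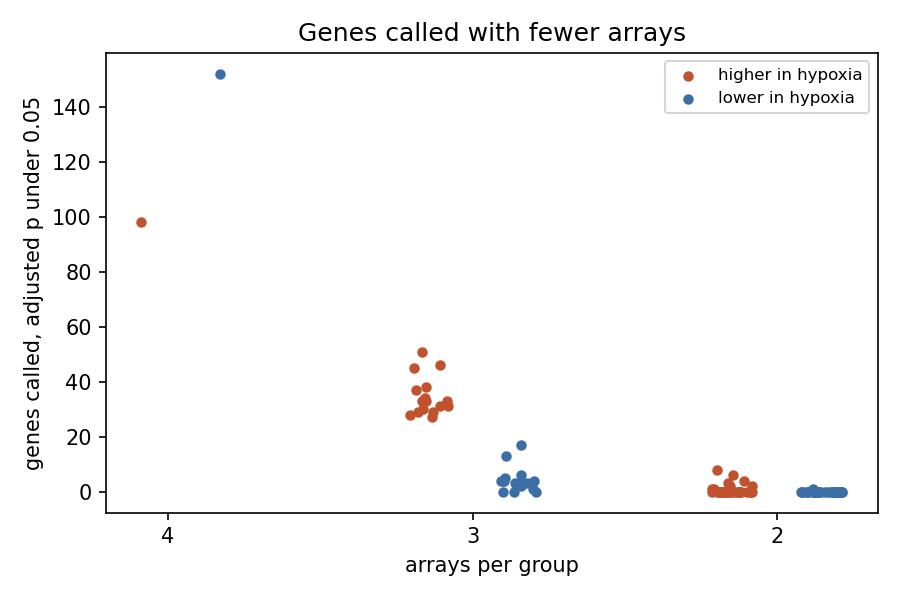
Number of genes called (vertical axis) with 4, 3 and 2 arrays per group (horizontal axis), higher in red and lower in blue, with 1 point per subset. The 98 higher and 152 lower genes with 4 arrays fell to means of 34.7 and 4.31 with 3.

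After normalization, the study's method asks how many probes differ by rank. This was run here on probe sets with the deposited values, without its relative ranks within each array. By the exact rank-sum test 6.48% of rows were higher and 6.04% lower in hypoxia, 12.5% together, where 5.71% are given by the exact null. Among rows that named 1 gene the share was 13.2%, with 5.28% higher and 7.93% lower. Carried on to genes, the rank method called 134 genes higher and 218 lower of 21572. It shared 64 higher and 42 lower genes with limma. Among lists of which limma called no member, it called the extracellular matrix genes Col3a1 and Tnc higher and Col4a1 lower, the interferon-stimulated gene Ifih1 higher, the ribosome biogenesis gene Nop56 lower and the fibroblast marker Pdgfrb lower, all named here after their values were seen, as well as Acta1 lower, and no antioxidant, endothelial, blood and macrophage, neural or reference gene. Limma on single rows called 0.042% of rows.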

Values the study reported

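In its discussion the study put the share of probes that were differentially expressed in hypoxic fibroblasts at 11%, and that between its reference RNA samples of human origin at 38%. The study's methods state 5 replicates per condition for the hypoxia experiment.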

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

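Of the tests in this part, those of scaling, of 1 array standing apart, of an uneven response of the cultures and of the shift of all genes under the cell cycle result were chosen after the result was seen.

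Single arrays stood apart from the other 3 of their group, by a gap above the 95% critical value of Dixon's test, in 12 of 236 groups tested, where chance gives about 11.8. In normoxia, Mt2 was at 5.10 on replicate 1 against 5.42 to 5.48, Pdk1 at 2.69 on replicate 3 against 2.94 to 2.99, Cox6c at 9.33 on replicate 2 against 8.78 to 8.82, Hsp90b1 at 9.21 on replicate 2 against 8.998 to 9.004, and Ccn2 at 9.41 on replicate 3 against 9.28 to 9.30. In hypoxia, Eno3 was at 5.22 on replicate 3 against 4.87 to 4.93, Fn1 at 10.35 on replicate 4 against 10.56 to 10.58, Acta2 at 10.02 on replicate 1 against 10.12 to 10.14, and Krt5 at 4.31 on replicate 4 against 3.83 to 3.88. Mean log2 values of the unfolded protein and amino acid stress response (5.44) and of the contractile genes (6.91) were lowest on hypoxia replicate 4, and that of the fibroblast markers was highest on normoxia replicate 2 (6.65).

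Rows that named no gene were not part of the gene comparisons. Limma over all rows called 72 of these 329064 rows higher and 9 lower in hypoxia.

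More genes were lower than higher in hypoxia, and the median of all genes was -0.19 on filtered rows but -0.05 with no filter. With quantile normalization only 51 genes were lower beside 122 higher, as a difference in the spread of intensities between arrays would give, while median centring left 90 higher and 102 lower. The share of genes with a negative fold change was 67.0% with quantile normalization of all rows. With cyclic loess of the gene values it was 51.5% (170 genes higher, 32 lower). Cyclic loess on gene values removes a common shift by construction, whatever its source, so its share does not bear on the source. Scaling stays open for the shift as well as for the number of calls. The 309 receptor genes of smell and pheromone sensing had a median log2 fold change of -0.042 (95% bootstrap interval -0.11 to 0.017) against -0.098 for other genes matched on signal and rows. That interval holds both 0 and the matched median, so a shift of signal unrelated to transcription cannot be told apart from a broad decrease of transcripts in low oxygen, which stays open and was not tested otherwise.

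The hypoxia arrays differed more among themselves than the normoxia arrays. The highest median correlation among 3 of them was 0.878, below the lowest within normoxia (0.923), which argues against 1 array as the cause. In the brightest 10% of rows the median SD was 1.35 times that of normoxia, and 1.13 to 1.55 times over the 16 subsets of 3 against 3 arrays, which argues against noise in dim rows alone (1.61 in the dimmest 10%). The SD ratio of the hypoxia-response genes lay at percentile 54.9 of 10000 matched random lists, so an uneven response of the cultures cannot be told apart from other sources of spread on these values. Differences in RNA amplification or hybridisation stay open, as do biological differences between the hypoxia cultures, and neither was tested otherwise.

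Cell cycle genes were lower. A downward shift common to all genes does not account for the place of the list below them, since camera compares its members with all other genes. The same design makes the higher adjusted p with quantile normalization and with cyclic loess, 2.88e-09, of little weight on this point. Signal level does not account for it either, since 0 of 10000 random lists matched on signal and rows had a median as low as -0.49 (their middle 90% ran from -0.28 to -0.15). The correlation between the members stays open, because with an estimated correlation the adjusted p was 0.096 at the same median. Slower division in low oxygen is a hypothesis that these data cannot separate from differences in culture density.

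The 8 arrays can be split into 2 groups of 4 in 35 ways. Only 1 split, the real one, gave as many as 98 genes in one direction, and only 1 gave 152, where the highest other split called 1. A share of 1 in 35 is the smallest that these splits can give. The other splits mix the groups, so they keep part of the real difference or carry it as spread. Chance therefore cannot be excluded by them. For the share of rows by rank the real split (12.5%) was also the 1 highest, and the next was 8.55%. Only 1 split, the real one, gave as small a camera p for the glycolytic enzymes (1.25e-36, next 9.64e-13), hypoxia-response genes (8.71e-56, next 2.74e-18), collagen-modifying enzymes (9.99e-11, next 1.45e-07), cell cycle genes (1.92e-09, next 5.37e-06) and contractile genes (8.71e-05, next 0.0017). This count was made for each list singly, without adjustment over the lists, so it does not exclude chance. With an estimated correlation the adjusted p was 0.15 for the collagen-modifying enzymes, 0.096 for the cell cycle genes and 0.24 for the contractile genes, so correlation between members stays open for these 3. The real split was not alone for the stress response, where 2 splits gave a p as small as 0.00054 (smallest other 0.00034), for ribosome biogenesis with 4 splits (0.00028, smallest other 2.32e-05) or for cholesterol synthesis with 8 splits (0.0037, smallest other 7.59e-05).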

How the results depend on the processing

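Array weights and cyclic loess were chosen after seeing the data, and all other alternatives before. The glycolytic enzymes, hypoxia-response genes, collagen-modifying enzymes and cell cycle genes kept their direction and their camera call with the preset correlation under every alternative run. So did the ribosome biogenesis genes, and so did the contractile and stress response genes except on relative ranks. With an estimated correlation only the glycolytic enzymes and the hypoxia-response genes passed on the deposited values. The 12 genes with the largest increases kept their calls under every alternative that gives a fold change. The number of calls depended on the processing far more than these results did. The rank method gives an adjusted p per gene and no fold change, so it gives no value for list shifts or fold changes of single genes. Of 96 named genes limma called 50, and the rank method called 36 of these in the same direction and none in the opposite one. Camera offers no robust prior, so only its trend was used there.

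Against 98 higher and 152 lower genes, quantile normalization left 51 lower, relative ranks 36 higher and 16 lower, no filter on dim rows gave 214 and 252, median polish 71 lower, the median of rows 25 lower, a minimum of 3 rows 624 lower, a variance trend with a robust prior 418 lower, array weights 265 lower, and cyclic loess 170 higher and 32 lower. The minimum of 3 rows tested 14757 genes, but the 75th percentile filter, with 15004, gave 122 higher and 228 lower. The number of genes tested thus does not by itself account for the 624, and the cause was not tested for any of these. All 98 higher genes remained called with quantile normalization and with cyclic loess, while 51 and 29 of the lower genes did. The median log2 fold change of all genes was -0.19 in the deposited values, -0.05 with no filter, -0.12 with quantile normalization and -0.0094 with cyclic loess, so fold changes are best read relative to it. Without 1 array there were 50 to 72 higher and 6 to 53 lower genes. The higher count moved by over 1.5 times without normoxia replicate 1 (53), 2 (65), 3 (50) or 4 (51) and without hypoxia replicate 1 (65) or 3 (64), and the lower count without any array. With fewer arrays in the test, fewer calls follow from the construction.

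With the replicate number as a block 33 genes were higher and 3 lower. The numbers did not pair the arrays, since the deviations of arrays with the same number correlated at 0.072, -0.11, 0.047 and -0.0069. Of the normoxia arrays only replicate 3 correlated best with its own number. The blocked fit has fewer degrees of freedom, and the extracellular matrix proteins, 0.17 above all genes, narrowly passed the threshold there (adjusted p = 0.04998).

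With 3 arrays per group, where a mean of 39.0 genes was called in both directions, relative ranks gave 4.69, no filter 66.9, the 75th percentile filter 67.7 and a minimum of 3 rows 159. With 2 per group, against 0.78, quantile normalization gave 0.17, median centring 3.36, relative ranks 0 (1890 at an unadjusted p under 0.05), no filter 20, the 75th percentile filter 3.47, median polish 0 (2038 unadjusted), the median of rows 0.22 and a minimum of 3 rows 41.1. The cause was not tested. The share of rows that differ by rank stayed within 1.5 times of 12.5% apart from limma on single rows, which called 0.042% after adjustment.

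Among lists, the extracellular matrix proteins passed the threshold with the 75th percentile filter (0.21 above all genes), median polish (0.15), a minimum of 3 rows (0.18), the variance trend (0.17), the replicate block (0.17) and array weights (0.17), and ranged from 0.13 to 0.21 without 1 array, passing it without normoxia replicate 2 (0.20) or 3 (0.18) and without hypoxia replicate 2 (0.19) or 4 (0.21). Oxidative phosphorylation passed with no filter (-0.15) and median polish (-0.11), turned to 0.995 rank points on relative ranks, and ranged from -0.068 to 0.034 without 1 array. Antioxidant genes passed with no filter (-0.26) and median polish (-0.12), and ranged from -0.17 to -0.047 without 1 array, passing it without normoxia replicate 1 (-0.15) or hypoxia replicate 4 (-0.13). Cholesterol synthesis missed the threshold on relative ranks (-0.61 rank points) and with the 75th percentile filter (-0.069), and ranged from -0.13 to -0.017 without 1 array, the latter without normoxia replicate 2, where the adjusted p was 0.13. On relative ranks the stress response stood at 0.14 and the contractile genes at 0.50 rank points by their medians, while camera still pointed down without a call. Lists that were never called changed direction in camera, with these medians, for reference genes (-0.0073 with no filter, 0.11 with median polish, -0.0089 with the median of rows, 0.020 with cyclic loess, 0.044 to 0.20 without 1 array), fibroblast markers (0.030 with no filter), blood and macrophage markers (-0.076 with no filter, -0.13 to 0.020 without 1 array) and endothelial markers (-0.0011 to 0.15 without 1 array). The cause was not tested.

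Among the 96 genes named by the rule, none that was called changed sign. Uncalled genes did, some near 0 and others not, such as Cd14 at -0.38, Itgam at -0.24, Hif3a at 0.22 and Txn1 at -0.20 on the deposited values. Over all called genes, 97 of 98 higher genes stayed positive on relative ranks and with no filter, 148 of 152 lower genes stayed negative with no filter, and 131 of 132 still tested did with the 75th percentile filter. Ncl was at 0.028 with quantile normalization, 0.0064 with no filter, 0.0011 with the 75th percentile filter, 0.060 with median polish, 0.33 with the median of rows, 0.077 with cyclic loess and -0.077 to 0.059 without 1 array. Cdh5 was at 0.023 with quantile normalization, 0.45 on relative ranks, 0.0030 with no filter, 0.32 with the median of rows, 0.17 with cyclic loess and -0.16 to 0.065 without 1 array. Hif3a was at -0.048 with the 75th percentile filter, -0.027 with median polish and -0.019 with the median of rows. Ppia was at -0.049 with median polish, -0.036 with the median of rows and -0.068 to 0.049 without 1 array. Relative ranks turned Ywhaz to 0.080, Cox6a1 to 0.0048 and Txn1 to 0.058, and no filter turned Itgam to 0.054. The median of rows turned Hsp90b1 to -0.061, Txn1 to 0.070 and Vim to 0.21. Cyclic loess turned Arnt to 0.11, Ywhaz to 0.010, Eno3 to 0.081 and Runx2 to 0.086. Without 1 array Hsp90b1 ranged from -0.017 to 0.059, Eno3 from -0.20 to 0.0063, Runx2 from -0.20 to 0.019, Cd14 from -1.01 to 0.48 and Fn1 from -0.053 to 0.028. Over all alternatives, named single genes kept direction and side of the threshold in 1575 cases, lost the call in 272, gained one in 24 and changed sign in 42. Signal over background sets the limit for dim rows, for which no background value was used here.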

Other observations

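The 5 gene groups below were chosen after genes in them had been seen among the largest changes, so each is a hypothesis, and a test on a whole group that includes those genes says little by itself. The tests on the members that limma did not call were chosen after the results were seen. They leave members out because of their change, so a miss there says little. Metallothioneins, small metal-binding proteins, were led by Mt2 (log2 fold change 3.39) and Mt1 (1.77, adjusted p = 0.00011), while Mt3 (0.03) and Mt4 (-0.12) were not called. Camera passed for the 4 genes (adjusted p = 6.49e-07, and adjusted p = 0.0086 with an estimated correlation) and not for the 2 without a call (adjusted p = 0.70). A shift of the group beyond Mt1 and Mt2 was not shown. Of 15 genes of glycogen metabolism Gbe1 (2.33), Pygl (1.61, adjusted p = 0.0060), Ppp1r3b (1.22, adjusted p = 0.012) and Gys1 (1.12, adjusted p = 0.0094) rose (camera adjusted p = 0.00034, and adjusted p = 0.016 with an estimated correlation). Camera did not pass for the 11 others (adjusted p = 0.86). Both a synthase and a phosphorylase were thus among the genes that rose, while Pygb was at -0.55 (adjusted p = 0.055, and lower by the rank method with adjusted p = 0.018), and the median of the group lay only 0.04 above all genes. Gbe1, Gys1 and Ppp1r3c (1.48, adjusted p = 0.091) were also in the list of hypoxia-response genes. The normoxia means of Gbe1 (2.77), Pygl (2.77) and Ppp1r3c (2.75) lay below the median level of the receptor genes (2.997), so the sizes of their fold changes are uncertain.

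Immediate-early genes, which respond to growth signals within minutes, were not called as a group (camera adjusted p = 0.44). Egr1 fell by 0.86 (adjusted p = 0.023) and Egr2 by 1.14, and Ier3 rose by 1.26 (adjusted p = 0.012). The 18 histone demethylases of the JmjC family, which use oxygen, were not called as a group (camera adjusted p = 0.065, interval of the mean shift 0.038 to 0.30), and limma called Kdm3a alone, which rose by 0.95 (adjusted p = 0.039), while the rank method also called Kdm5b higher (adjusted p = 0.019). The 76 mitochondrial ribosomal proteins lay slightly below all genes by their median (-0.06, camera adjusted p = 0.036). With an estimated correlation the adjusted p was 0.55. Limma called Mrpl38 alone, which fell by 0.61. Without it the median of the other 75 was also -0.06, and camera with the preset correlation gave an adjusted p of 0.17. Called members were left out of every group there, which changed the adjustment, so the higher value cannot be laid to Mrpl38.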
